# Naringin Alleviates Glucose-Induced Aging by Reducing Fat Accumulation and Promoting Autophagy in *Caenorhabditis elegans*

**DOI:** 10.3390/nu15040907

**Published:** 2023-02-10

**Authors:** Peisen Guo, Panpan Wang, Limin Liu, Peixi Wang, Guimiao Lin, Zhi Qu, Zengli Yu, Nan Liu

**Keywords:** naringin, glucose, anti-aging, fat accumulation, autophagy

## Abstract

Naringin (Nar) is a dihydroflavonoid compound, widely found in citrus fruit and used in Chinese herbal medicine. As a phytochemical, it acts as a dietary supplement that can delay aging and prevent aging-related disease, such as obesity and diabetes. However, its exact mechanism remains unclear. In this study, the high-glucose-induced (HGI) *Caenorhabditis elegans* model was used to evaluate the anti-aging and anti-obesity effects of Nar. The mean lifespan and fast movement span of HGI worms were extended roughly 24% and 11%, respectively, by Nar treatment. Oil red O staining revealed a significant reduction in fat accumulation and dFP::LGG-labeled worms showed the promotion of autophagy. Additionally, whole transcriptome sequencing and gene set variation analysis suggested that Nar upregulated the lipid biosynthesis and metabolism pathways, as well as the TGF-β, Wnt and longevity signaling pathways. Protein–protein interaction (PPI) network analysis identified hub genes in these pathways for further analysis. Mutant worms and RNA interference were used to study mechanisms; the suppression of *hlh-30*, *lgg-1*, *unc-51*, *pha-4*, *skn-1* and *yap-1* disabled the fat-lowering, lifespan-prolonging, and health-promoting properties of Nar. Collectively, our findings indicate that Nar plays an important role in alleviating HGI-aging and anti-obesity effects by reducing fat accumulation and promoting autophagy.

## 1. Introduction

Aging can be considered a progressive functional decline in tissues and organs, leading to a series of age-related diseases, such as neurodegenerative diseases, cardiovascular diseases, and cancer, with profound impacts on global human health [1,2,3]. The mechanisms of aging are multi-factorial. Some chronic metabolic diseases, such as obesity, can accelerate the progress of aging and shorten lifespan [4]. A cross-sectional study demonstrated that obesity accelerates brain aging in middle-aged humans [5]. Current studies on anti-aging are mainly based on cleaving the excess reactive oxygen species (ROS) in the human body. For example, many natural plant extracts can be employed as antioxidants to fight against aging and increasing evidence suggests that polyphenol phytochemicals have obvious anti-aging effects [6], such as delaying brain and skin aging [7,8]. 

Naringin (Nar) is a dihydroflavonoid polyphenol compound, widely found in Chinese herbal medicine and citrus fruit, with important medical and economic value due to its favorable effects of inhibiting inflammation and apoptosis to enhance the activity of endothelial cells [9] and as a potential therapeutic agent for obesity. Nar supplementation is beneficial to patients with dyslipidemia, controlling body weight, lipid profile and adiponectin levels [10]. However, the underlying mechanism concerning the anti-obesity effect is unclear.

The nematode, *Caenorhabditis elegans* (*C. elegans*), is a commonly used model organism with a small body size, a short lifespan, and a completely sequenced genome [11]. Previous studies have shown that high-glucose-induced (HGI) nematodes are an excellent model for exploring the mechanisms of aging [12] and obesity [11]. HGI nematodes have phenotypes corresponding with the aging process, such as lipofuscin accumulation and locomotion decline [13]. In addition, increasing evidence demonstrates that the life span of nematodes can be prolonged by reducing the accumulation of fat. Extensive studies have reported that phytochemicals can regulate fat metabolism. For example, curcumin can reduce fat accumulation by downregulating the genes of *sbp-1* and *fat-6* [14], and polysaccharides from volvacea can reduce fatty acid synthesis by inhibiting the *aak-2*/*nhr-49*-mediated pathway [15]. The genes, *fat-5*, *6* and *7*, as an ortholog of human SCD5, control the generation of unsaturated fatty acids (UFAs) in *C. elegans*. A decreased expression of these three genes reduces lipid droplet size [16].

Autophagy is an evolutionarily conserved pathway to degrade and recycle cellular components [17]. It is important to the development of *C. elegans* and an increase in autophagy can prolong lifespan. For example, the upregulation of autophagy by astaxanthin induction can extend the lifespan of *C. elegans* by promoting the expression of *hlh-30* or *daf-16* [18]. Cannabidiol can also induce longevity by regulating genes correlated with autophagy, such as *bec-1* and *unc-51* [19]. In addition, autophagy can modulate lipid metabolism to extend the lifespan [20]. The suppression of ATG-9A, a *C. elegans* ortholog of ATG-9 in humans, which is involved in phagophore formation, can inhibit autophagy and thereby increase the size and number of lipid droplets [17,21]. Furthermore, saponin can reduce fat accumulation through autophagy pathways, such as the *hlh-30* pathway, which ultimately improves health and extends lifespan [22]. A previous study has demonstrated that naringin can extend the lifespan of worms [23]. However, as a phytochemical, it is not clear whether Nar, like saponins, reduces fat deposition and promotes the autophagy pathway to alleviate glucose-induced aging and improve the corresponding phenotypes.

In this work, we explored the beneficial effects of Nar on HGI nematodes by testing aging-related changes, including lifespan, fast movement span, fat accumulation and autophagy. The underlying regulated mechanisms were also revealed, enabling us to better understand whether Nar has anti-aging and anti-obesity properties via autophagy to ameliorate glucose-induced life-shortening and metabolic disorders such as diabetes and obesity. Elucidating these mechanisms also provides a basis for promoting human health and longevity.

## 2. Materials and Methods

### 2.1. C. elegans Maintenance

All *C. elegans* strains were cultured following standard protocols on nematode growth medium (NGM) containing a food source of OP50 *Escherichia coli* and at 20 °C, unless otherwise indicated [24]. Synchronized young adults were acquired by a previously described method [25]. Briefly, worms in an egg-laying period were collected in a centrifuge tube using 3.5 mL of M9, then 1.5 mL of lysate (5 mL 5M NaOH + 10 mL 5% NaClO) was added and the mixture gently shaken for 2–3 min. Tubes were then centrifuged for 1 min at 3000 rpm; the procedure was repeated twice. After that, the mixture was washed three times with 5 mL of M9. The obtained eggs were shaken at 30 rpm overnight in M9 to incubate and obtain L1 nematodes. The L1 nematodes were seeded onto NGM medium, and the synchronized L4 nematodes could be obtained 48 h later. In addition, Nar was dissolved in DMSO and added to the NGM before pouring, producing a final concentration of DMSO that was controlled at 0.1%. To induce worm aging, 2% glucose was used [26]. *C. elegans* strains used in this study were the wild-type N2, Bristol (wild-type); DLM1 (dFP::LGG-1); JIN1375 (hlh-30(tm1978) IV).

### 2.2. Lifespan and Fast Movement Span Analysis

Fast movement span, which is indicative of a decline in motor ability with age, was estimated using previously published methods [27]. Worms with continuous, coordinated, forward sinusoidal movements when tapping the Petri dishes against the microscope stage were classified as having fast movement, with fast and non-fast movements considered as the outcome events. Moreover, nematodes that did not respond to platinum wire stimulation and drilled into the NGM or climbed the Petri dish wall were recorded as dead and censored, respectively. Synchronized L4 worms were transferred to NGM plates and seeded with OP50 *E. coli*. Nematodes were transferred to new NGM plates every 1–2 d and the non-fast movement, dead or censored ones were recorded at the same time. The log-rank test was applied to compare overall survival rates and fast movement rates among treatments. 

### 2.3. RNA Interference (RNAi)

RNAi was generated by feeding *C. elegans* with HT115 bacteria transformed with an L4440 vector for expression of the double-stranded RNA (dsRNA) of genes of interest. Clones used from the *C. elegans* RNAi feeding library [28] were *lgg-1* (C32D5.9), *unc-51* (Y60A3A.1), *skn-1* (T19E7.2), and *pha-4* (F38A6.1). For the gene *yap-1*, the whole coding sequence was cloned into the vector L4440 and expressed in HT115. All five RNAi clones were verified by sequencing. Clones were grown overnight at 37 °C in Luria broth with 100 µg/mL of ampicillin at 200 rpm. For RNAi feeding plates, NGM plates were prepared with the addition of 1 mM of isopropyl β-D-1-thiogalactopyranoside to induce dsRNA expression. To prevent the development of nematodes from being affected, RNAi feeding started at the L4 stage and then continued throughout the lifespan. The empty vector L4440 was used as the negative control for all RNAi experiments.

### 2.4. Analysis of Auto-Fluorescence of C. elegans

Synchronized L4 worms were transferred to NGM plates with or without treatments. On days 5 and 9, nematodes were transferred individually to slides prepared with 5 mM of levamisole hydrochloride. After being anesthetized and covered with cover slides, worms were photographed (200× magnification) under an inverted fluorescence microscope (Ti2, Nikon, Tokyo, Japan) with a Texas filter. Then, the red channel was split out and a uniform threshold was set to quantify the red fluorescence intensity by ImageJ (NIH) software.

### 2.5. Fat Accumulation Testing with Oil Red O Staining

To measure fat accumulation, we used oil red O staining, using a slightly modified protocol from that previously used [29]. Synchronized L4 worms were cultured on NGM plates with different treatments for 5 d at 20 °C. Worms were then collected and washed in M9 with 0.05% Triton X-100 three times. The worms were centrifuged at 560× *g* for 1 min and the supernatant was removed, leaving approximately 100 µL. Then, 600 µL of 40% isopropanol was added to the worm pellet and rocked at room temperature for 3 min. The above centrifugation steps were repeated. Subsequently, the worms were stained with 600 μL of Oil Red O working solution (Beyotime, Shanghai, China) for 2 h at room temperature at 30 rpm. After washing, worms were imaged by a stereomicroscope (55 × magnification) outfitted with a color camera (S9i, Leica, Wetzlar, Germany). The color picture was converted to an 8-bit file and the whole worm was carefully selected using the polygon selections tool using ImageJ, and its optical density was then quantified.

### 2.6. Physiological Phenotype Analysis of C. elegans

Nematodes synchronized to the L4 stage were transferred to NGM plates with various treatments, and their body length and width were measured on days 2, 5 and 9 under an inverted fluorescent microscope (Ti2, Nikon, Tokyo, Japan) (100× magnification). Body length and width were quantified by ImageJ. 

For brood number analysis, approximately 30 nematodes in the L4 stage were transferred to each treatment group, placing a single nematode per NGM medium. The nematodes were transferred to the new NGM at a fixed time every day until no more eggs were laid. The media with eggs were placed at 20 °C, and counted using a stereomicroscope (S9i, Leica, Wetzlar, Germany) (20× magnification) after 3 d.

The frequency of body bends and head swings were measured 2, 5 and 9 d after treatment began using a stereomicroscope (S9i, Leica, Wetzlar, Germany) (20× magnification). Individual nematodes were transferred to M9 drops one at a time. The head and tail swung to the left and right at the same time once for counting. Then, the nematode was transferred to NGM medium without OP50 *E. coli*, and its body bend frequency was observed after the nematode had settled for 1 min. During movement, a sine wave formed along the nematode’s body axis in the movement direction was counted as one body bend. 

The frequency of pharyngeal pumping was measured using a previously published protocol [30]. Briefly, the nematode was individually picked onto the middle of a fresh OP50-seeded NGM and the grinder movement was counted manually over 20 s under an optical microscope (RTX, Rixin Optics Co., Shangrao, China) (100× magnification) 2, 5 and 9 d after treatment began. 

### 2.7. Rhodamine 6G Staining

H_2_O_2_ produced by lipid β-oxidation can lead to the generation of ROS, the accumulation of which impairs mitochondrial function, such as the decline of mitochondrial membrane potential (MtMP), and affects the lifespan of nematodes, as well as contributing to type 2 diabetes and obesity in humans [31,32]. MtMP was measured to reveal changes in mitochondrial activity using a previously published protocol [33]. Briefly, synchronized L4 worms were cultured on the NGM plates of each treatment group for 5 d. Next, the nematodes were transferred to a plate with NGM and Rhodamine 6G for 4 h. Nematodes were then placed onto a glass slide with an agar pad and immobilized by 5 mM levamisole hydrochloride. Finally, they were observed and photographed (100× magnification) under an inverted fluorescence microscope (Ti2, Nikon, Tokyo, Japan) with Texas filter. Then, the red channel was split out and a uniform threshold was set to quantify the red intensity using ImageJ software.

### 2.8. Observing Autophagy by dFP::LGG

Synchronized transgenic nematodes, dFP::LGG, were treated with or without Nar under a high-glucose condition for 5 d. Then, 4% paraformaldehyde was used to immobilize nematodes with a coverslip. Images were captured using an inverted fluorescence microscope (Ti2, Nikon, Tokyo, Japan) with an FITC filter (100× magnification). Then, the green channel was split out and a uniform threshold was set to quantify the green fluorescence intensity in ImageJ.

### 2.9. Whole Transcriptome Sequencing Analysis

Synchronized L4 worms were cultured on NGM with the various treatments, incubated at 20 °C for 5 d, and then transferred to new NGM plates for each treatment every day using M9 and natural sedimentation to remove progeny. Approximately 1–2 μg total RNA of *C. elegans* was extracted in each sample. The integrity of the total RNA was confirmed by agarose gel electrophoresis, and then quantification and quality control were performed using NanoDrop^®^ (ND-1000, Thermo-Fisher, Waltham, USA). RNA was first enriched by NEB Next^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, USA). Next, the library was constructed using the KAPA-stranded RNA-Seq library prep kit (Illumina, Santiago, USA) and controlled with Bioanalyzer (G2938C, Agilent, Santa Clara, USA). The library was degraded to single-strand DNA (ssDNA) by 0.1 M NaOH and diluted to 8 pM. Subsequently, the in situ amplification of ssDNA was carried out with the NovaSeq 6000 S4 reagent kit (300 cycles) (15057934, Illumina, Santiago, USA). The product was sequenced by Illumina NovaSeq 6000 and the trimmed data were aligned to the reference genome (WBcel235) by Hisat2 (2.1.0) [34]. The StringTie (1.3.3) software [35] was applied to estimate transcription abundance and obtain the count data of genes and transcripts. Differentially expression analysis was conducted with the R package “Ballgown” (2.10.0) [36,37]. The mRNAs with a mean expression in all samples of greater than 1 were kept for further analysis. CircRNAs were identified and quantitated using the software STAR (2.5.2b) [38] and CIRCexplorer2 (2.3.2) [39]. Count data of circRNA were used for the differentially expressed analysis using the “edgeR” R package. 

The miRNA library of *C. elegans* was constructed using the Multiplex Small RNA Library Prep Set for Illumina (E7508L, New England Biolabs, Ipswich, USA). After degrading miRNA to ssDNA, ssDNA was captured in an Illumina flow cell for in situ amplification. It was sequenced on the Illumina NextSeq 500 platform (50 cycles). Other steps were similar to that for the mRNA sequencing above. After quality control by Solexa CHASTITY and discarding the 3′ adapter and short fragments (<17 nt) in reads by Cutadapt (1.14), mirdeep2 (0.0.8) was used to compare the trimmed miRNA data with the reference genome and to quantify its expression. The count per million value of miRNA was applied to conduct differentially expressed analysis using the “edgeR” R package.

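A CPM value divides each count by the total of its library, so a shift in a very abundant miRNA moves the values of all the others. In the miRNA libraries of Control, Glu, DMSO + Glu and Nar + Glu worms (3 replicates of each), a single miRNA took a large part of the counts. This was miR-1-3p, with 43.7% ± 5.14 (SD, n = 3) of the counts in Control, 42.3% ± 1.94 (SD, n = 3) in Glu, 39.7% ± 1.17 (SD, n = 3) in DMSO + Glu and 32.7% ± 3.29 (SD, n = 3) in Nar + Glu. From DMSO + Glu to Nar + Glu its share fell by 7.06 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The trimmed mean of M-values (TMM) of edgeR sets the scale of a library from the bulk of its miRNAs instead. Over the 12 libraries its factors were 1.17 to 1.31 in Nar + Glu and 0.895 to 1.00 in DMSO + Glu, which lowers the scaled values of Nar + Glu against plain CPM. Over the 219 miRNAs tested between these groups, the median log2FC of Nar + Glu against DMSO + Glu was −0.06 with TMM and 0.37 with plain CPM. With TMM, 19 miRNAs were upregulated and 10 downregulated past |log2FC| > 0.585 and an unadjusted p of 0.05 in edgeR's quasi-likelihood test, and with plain CPM 65 were upregulated and 0 downregulated. The lists shared 19 miRNAs, all of them upregulated. Whether a factor such as TMM was part of the published test is not given in the sources used here.

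**Figure D1:**
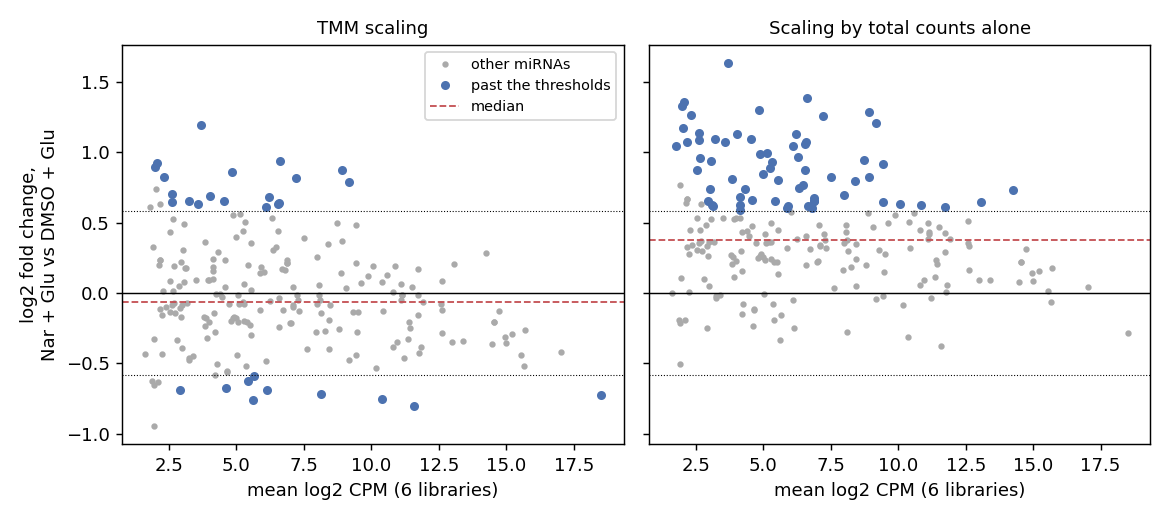
log2FC of Nar + Glu against DMSO + Glu for each of the 219 miRNAs (y axis) by its mean log2 CPM (x axis), scaled with TMM and with total counts alone. Blue points are past |log2FC| > 0.585 and an unadjusted p of 0.05, the dotted lines mark log2FC of 0.585 in either direction, and the dashed red line is the median, which moves from −0.06 to 0.37 between the panels.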

The screening of differentially expressed mRNA (DEmRNA) used the standards of |log2FC| > 0.138 and *p* < 0.05, while for the differentially expressed lncRNA (DElncRNA), circRNA (DEcircRNA), and miRNA (DEmiRNA), standards used were |log2FC| > 0.585 and *p* < 0.05.

### 2.10. qPCR Analysis

Synchronized L4 worms were cultured on plates at 20 °C for 5 d and then transferred to new treatment NGM plates each day using M9 and natural sedimentation to remove progeny. Then, worms were collected, and the total RNA of worms (~1000 worms per sample) was extracted using a kit (RC101-01, Vazyme, Nanjing, China) and converted to Cdna using HiScript III RT SuperMix for Qpcr (+gDNA wiper) (R323-01, Vazyme, Nanjing, China). The cDNA was diluted 20 times for qPCR. Primers were designed using the NCBI database and are listed in Table S1. qPCR was conducted using AceQ Universal SYBR qPCR Master Mix (Q511, Vazyme, Nanjing, China) and QIAquant96 5plex (QIAGEN, Hilden, Germany). The relative expression levels of the genes were assessed using the 2^−ΔΔCT^ method and normalized to the expression of *act-1* [40].

### 2.11. Statistical Analysis

Two-tailed t-tests (where data were normally distributed), Welch t test (where data were normally distributed but not variance homogeneity), and Mann–Whitney were used to test for differences between two groups and calculate *p*-values. Kaplan–Meier and log-rank tests were used to display and analyze the survival curve. All statistical analyses and data visualization were carried out using R software (4.1.2).

## 3. Results

### 3.1. Anti-Aging Effect of Nar on HGI Worms

We first investigated the beneficial effects of Nar on HGI *C. elegans*. Gradient concentrations of 25, 50, 100, 200 and 500 μM Nar were tested to find the optimum. The addition of 25 μM Nar prolonged the mean lifespan of *C. elegans* most strongly (Figure 1A), increasing mean lifespan by approximately 24% compared to the DMSO group (Table 1). This dose–response effect is consistent with tomatidine [41] and shatavarin IV [42], whereby the lifespan-prolonging effect disappeared at higher concentrations. Moreover, 50 μM Nar extends the lifespan of worms under normal conditions [23], indicating that a lower dose of Nar could prolong the lifespan under a high-glucose condition, which suggests that there are other mechanisms that remain to be explored. The 25 μM Nar also improved aging-related phenotypes. The mean fast movement span was extended by approximately 11%, (Figure 1B and Table 2) suggesting that HGI worms tended to be healthier. Thus, 25 μM Nar was used for all subsequent experiments. The frequency of body bends and head swings in HGI worms with Nar was significantly increased on days 5 and 9 compared to the control (Figure 1C,D). We then explored whether longevity is mediated by dietary restriction-like effects by recording the frequency of the pharyngeal pump. No significant difference in pharyngeal pump frequency was seen in Nar-fed nematodes at days 2 and 5, but at 9 d, pharyngeal pump frequency significantly decreased in Nar-fed nematodes (Figure 1E), indicating that Nar may not prolong lifespan through dietary restriction-like effects during the early stage of the nematode lifespan. Moreover, autofluorescence in HGI worms fed with Nar was significantly lower compared to those without Nar on days 5 and 9 (Figure 1F). These results suggest Nar has anti-aging effects on HGI worms.

### 3.2. Analysis of Transcript Sequencing

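Small RNA was sequenced from 4 groups of wild-type worms with 3 replicates each, collected after 5 d of culture from the L4 stage at 20 °C. HGI worms were grown on 2% glucose alone (Glu), on glucose with 0.1% DMSO, the solvent of Nar (DMSO + Glu), or on glucose with 25 μM Nar in this solvent (Nar + Glu), and Control worms had no added glucose. The authors trimmed the reads with Cutadapt and quantified them with mirdeep2, and the deposited values are raw read counts of mature miRNAs, the 5p or 3p arm of each precursor hairpin, without normalization. The miRBase release behind the names is not given in the sources used here. Each library lists 263 distinct names, 5 of them with a second entry. For these 5, whose entries have the same or nearly the same counts, only the first was kept. The counts of miR-44-3p and miR-45-3p were the same in all 12 libraries, as were those of miR-8187-3p and miR-8188-5p, so the reads of each pair could not be separated. Total counts per library were 4990586 to 5868806 in Control (median 5685450), 3033268 to 4029351 in Glu (median 3489296), 3267311 to 3849726 in DMSO + Glu (median 3472063) and 2640879 to 3141140 in Nar + Glu (median 3126347). The Control libraries were the deepest, and the median was lowest in Nar + Glu, although Glu replicate 2 held fewer counts than Nar + Glu replicates 1 and 2. For each comparison, miRNAs with too few counts were removed with edgeR's filterByExpr (a minimum count of 10), and the quasi-likelihood test was fitted to the 6 libraries of the groups compared only. Standard errors are those of the log2FC beside them, in log2 units, and p-values were adjusted over all miRNAs tested.

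**Figure D2:**
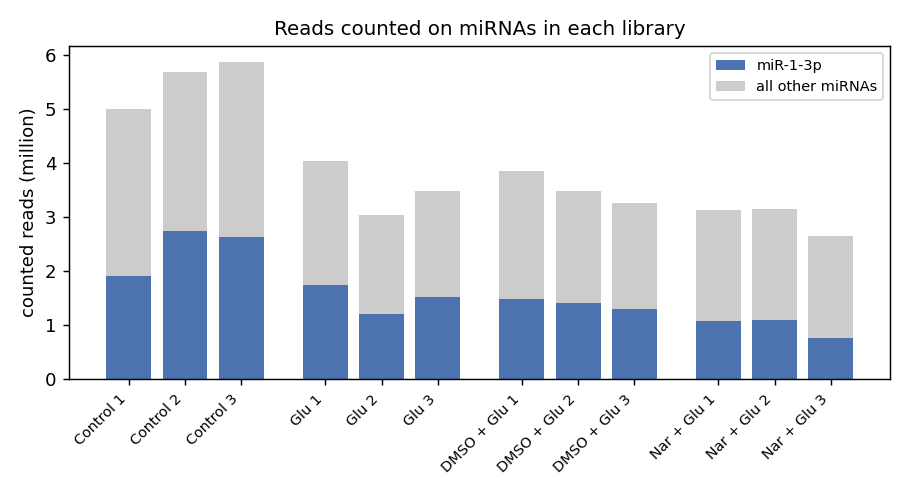
Total miRNA counts of each of the 12 libraries (y axis), by group and replicate, with the part taken by miR-1-3p and the part of all other miRNAs stacked. The 3 Control libraries lie at 4990586 reads or above, and the 3 Nar + Glu libraries at 3141140 reads or below.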

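Between Nar + Glu and DMSO + Glu, 36 of the 219 miRNAs tested had |log2FC| > 0.585 and 72 had an unadjusted p under 0.05, against 10.95 by chance. Both criteria were met by 29 miRNAs, with log2FC from −0.80 to 1.19. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood p-values, 47 miRNAs had an adjusted p under 0.05, 21 upregulated and 26 downregulated. Among them were 21 of the 29, while the other 8 reached an adjusted p of at most 0.142 in this edgeR test with Benjamini-Hochberg adjustment. In 27 of the 29, and in 81 (37.0%) of all miRNAs tested, the values of the 3 Nar + Glu libraries lay all above or all below those of the 3 DMSO + Glu libraries, which chance gives for 10%. Without the fold threshold 72 miRNAs passed, and with each library left out in turn between 25 and 33 did. The number with an adjusted p under 0.05 was less steady, at 17 to 46 with each library left out. It was lowest without DMSO + Glu replicate 3. It was 18 without Nar + Glu replicate 1, 26 without Nar + Glu replicate 2, 22 without DMSO + Glu replicate 1 and 27 without DMSO + Glu replicate 2. The balance of directions among these also depended on the processing. It was 89 upregulated and 2 downregulated with total counts alone, and 24 and 13 with no filter on low counts. Without Nar + Glu replicates 1, 2 and 3 in turn it was 11 and 7, 20 and 6, and 26 and 20. Without those of DMSO + Glu it was 11 and 11, 16 and 11, and 12 and 5.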

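The levels of single miRNAs are given as CPM scaled with TMM over the 12 libraries, and all genes are placed on the WBcel235 assembly. The smallest p among the upregulated miRNAs was that of miR-43-3p, whose gene lies between protein-coding genes on chromosome II (11889910 to 11890007). It rose from 59.3 ± 4.57 (SD, n = 3) in DMSO + Glu to 119 ± 10.1 (SD, n = 3) in Nar + Glu, with a log2FC of 0.94 (standard error 0.136, adjusted p = 0.000884 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For miR-244-5p (chromosome I, 4684316 to 4684414, between protein-coding genes) the levels were 94.8 ± 8.25 and 174 ± 18.2 (SD, n = 3 each), a log2FC of 0.82 (standard error 0.133, adjusted p = 0.00167 from the same edgeR test with Benjamini-Hochberg adjustment). miR-52-3p (chromosome IV, 14034008 to 14034107, between protein-coding genes) rose from 17.6 ± 1.57 to 33.3 ± 0.724 (SD, n = 3 each), a log2FC of 0.86 (standard error 0.158, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.00215). The largest fold was that of miR-236-5p (chromosome II, 7030180 to 7030277, between protein-coding genes), a scarce miRNA at 6.55 ± 1.47 and 15.7 ± 2.97 (SD, n = 3 each), with a log2FC of 1.19 (standard error 0.234, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.00333). When the Glu libraries replaced DMSO + Glu as the reference, the rises of miR-244-5p and miR-236-5p had adjusted p-values of 0.0592 and 0.0681, the largest over their alternatives, which started at 2.14e-09 and 3.80e-08 (edgeR with Benjamini-Hochberg adjustment). Of the remaining upregulated miRNAs with the smallest p or the largest rise, miR-1820-5p (log2FC 0.79) and miR-49-5p (0.64) had adjusted p-values of 0.00333 and 0.00350 in the edgeR test with Benjamini-Hochberg adjustment. The rises of miR-8196b-3p (log2FC 0.92) and miR-233-5p (0.90) rested on mean counts of 11.7 and 11.0 per library, and their adjusted p-values were 0.104 and 0.0886 in that edgeR test with Benjamini-Hochberg adjustment.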

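Among the downregulated miRNAs, miR-237-5p (chromosome X, 8154084 to 8154182, between protein-coding genes) had the largest fall from DMSO + Glu with TMM. Its level was 3485 ± 439 (SD, n = 3) in DMSO + Glu and 2093 ± 377 (SD, n = 3) in Nar + Glu, a log2FC of −0.80 (standard error 0.135, adjusted p = 0.00167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). let-7-5p (chromosome X, 14744173 to 14744271, between protein-coding genes) went from 1487 ± 89.9 to 921 ± 158 (SD, n = 3 each), a log2FC of −0.75 (standard error 0.139, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.00215). The most abundant miRNA, miR-1-3p (chromosome I, 6172662 to 6172757, between protein-coding genes), went from 411730.2 ± 16074 to 261800.4 ± 38336 (SD, n = 3 each), a log2FC of −0.72 (standard error 0.130, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.00215). miR-241-5p (chromosome V, 14366188 to 14366283, between protein-coding genes) went from 308 ± 16.2 to 196 ± 45.5 (SD, n = 3 each), a log2FC of −0.71 (standard error 0.155, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.00480). The opposite arm of the first, miR-237-3p, had a log2FC of −0.76 (standard error 0.152, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.00333), but a log2FC of 0.0144 against the Glu libraries. Without DMSO + Glu replicate 3, the adjusted p of both miR-237-3p and miR-241-5p was 0.0531 (edgeR with Benjamini-Hochberg adjustment), over a range of 9.37e-05 to 0.960 and 1.05e-06 to 0.184 for all their alternatives. Against the Glu libraries the log2FC of miR-237-5p was −0.52 with an adjusted p of 0.0592, and with plain CPM the adjusted p of let-7-5p was 0.101, the largest over their alternatives, which started at 7.87e-06 and 3.00e-07 (edgeR with Benjamini-Hochberg adjustment). With plain CPM the falls were smaller, at a log2FC of −0.38 for miR-237-5p, −0.31 for let-7-5p, −0.28 for miR-1-3p and −0.28 for miR-241-5p. In the paper's terms a miRNA past both thresholds is a DEmiRNA, and the paper states for this comparison the number of DEmiRNAs.

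**Figure D3:**
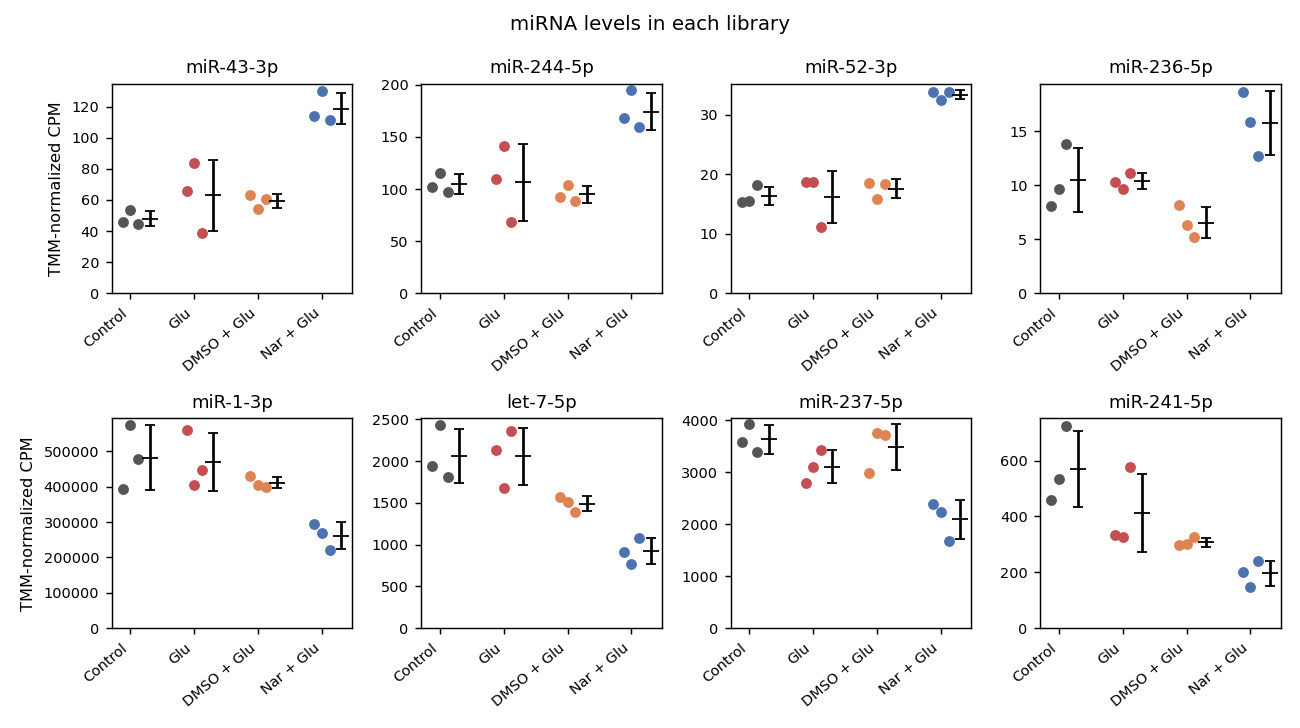
Levels of 8 miRNAs in the 4 groups (y axis, CPM scaled with TMM, each panel with its own axis from 0). Points are single libraries, and the black marks beside them the mean with the SD (n = 3). In the panels of miR-43-3p, miR-244-5p, miR-52-3p and miR-236-5p the Nar + Glu libraries lie above every DMSO + Glu library, and in those of miR-1-3p, let-7-5p, miR-237-5p and miR-241-5p below every one.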

A total of 2603 mRNAs (Figure 2A), 4 lncRNAs (Figure S1A), 2 circRNAs (Figure S1B), and 32 miRNAs (Figure S1C) were differentially expressed between the HGI worms with and without 25μM Nar. Based on 126 KEGG pathways, the gene set variation analysis (GSVA) algorithm revealed 48 notable changes in the pathway expression levels when HGI worms were treated with Nar (Figure S2)—the *t*-value and the specific genes in these 48 pathways are listed in Table S2. Then, nine signaling pathways related to the study purpose were screened (Figure 2B). For example, fat metabolism-related pathways were downregulated, while Wnt and TGF-β, as well as longevity signaling pathways, were upregulated. The differentially expressed genes in these pathways are displayed in Figure 2C,D and Table S3. To identify appropriate genes for subsequent analysis, a protein–protein interaction (PPI) network analysis was performed on these genes (Figure 3A). Key genes with betweenness > 41 and degree > 19.5 were selected (Figure 3B).

### 3.3. Improvement of Reproduction and Development in HGI C. elegans

Previous studies have demonstrated that the high concentration of glucose (50 mM) in *C. elegans* can reduce body size and brood size of adult worms [43]. Our transcript analysis suggests that the reproduction and development of HGI *C. elegans* can be improved by Nar (Figure 2B). We found that the body length and width of HGI worms were significantly higher than the normal control on days 2, 5, and 9 (Figure 4A,B). Interestingly, although the body length of worms treated with Nar were longer than that of the HGI control worms on day 2, they were shorter on days 5 and 9, suggesting that the HGI worms grow faster than those with Nar treatment. Nar did reduce the decline in offspring number of the HGI worms, especially on the 3rd day (Figure 4C,D). 

### 3.4. Reduction in Fat Accumulation in HGI Worms

Sequencing analysis revealed that Nar might be involved in fat biosynthesis and metabolism (Figure 2B). Thus, we performed qPCR to confirm the expression level of several genes associated with fat regulation (Figure 5A). Four genes, *acs-2*, *aak-2*, *acs-4*, and *nhr-49*, were upregulated and nine genes, including *fat-7* and *ech-6*, were downregulated. The fact that fat accumulation in HGI worms is attenuated by Nar treatment was confirmed using oil red O staining (Figure 5B). Moreover, a large amount of ROS would be produced during fat metabolism, such as β-oxidation, which damages mitochondrial function and thereby shortens the lifespan of nematodes. Fat accumulation undoubtedly contributes to ROS production and Nar can cleave excessive ROS [23]. We thus tested MtMP to reveal the mitochondrial activity by Rhodamine 6G staining, which indicated that Nar significantly ameliorated mitochondrial damage induced by glucose (Figure 5C).

### 3.5. Induced Autophagy against High Concentration of Glucose

The bioinformatic analysis confirmed that the longevity pathway in *C. elegans* was upregulated by Nar. We performed qPCR analysis on several key genes involved in lifespan regulation and autophagy induction (Figure 5D). The expression of autophagy-related genes including *hlh-30*, *lgg-1*, *unc-51* and *pha-4* was significantly increased in the Nar treatment. The dFP-labeled worms further demonstrated that Nar could induce autophagy (Figure 5E).

### 3.6. Reduced Fat Accumulation by Nar Might Be through Autophagy Pathway

Previous studies have shown that autophagy can be involved in regulating lipid metabolism. Combined with the related clues given above, we speculated that Nar could reduce fat accumulation by inducing autophagy. An *hlh-30* mutant and three other autophagy-related RNAi treatments were employed to confirm our hypothesis. The fat-lowering effect of Nar was absent in *hlh-30* mutants and in *lgg-1*, *unc-51* and *pha-4* RNAi-exposed worms (Figure 6), concomitant with the elimination of the life- and health-prolonging effects of Nar (Figure 7A–H, Table 3 and Table 4). This implies that the amelioration of HGI senescence by Nar is due to the reduction in fat accumulation through the promotion of autophagy.

### 3.7. skn-1 and yap-1 Genes Mediating Fat Reduction Might Be Involved in Delaying Glucose-Induced Aging

The longevity and Hippo signaling pathway genes, *skn-1* and *yap-1*, were up-regulated in HGI worms treated with Nar (Figure 2D and Figure 5D). Thus, we hypothesized that fat storage could be decreased by Nar through modulating *skn-1* and *yap-1*. To test this hypothesis, we knocked down these two genes and, as predicted, the fat-lowering property of Nar disappeared (Figure 8A). Moreover, the fast movement span and lifespan no longer differed significantly between HGI worms with or without Nar treatment (Figure 8B–E, Table 3 and Table 4). These results reveal that the SKN-1 and YAP-1 pathways are involved in the anti-obesity and anti-aging properties of Nar.

## 4. Discussion

Nar has well-known health properties, including anti-inflammatory, anti-aging, and anti-oxidant properties. However, the specific mechanisms responsible remain unclear. In this study, we established the HGI *C. elegans* model to assess changes in aging-related phenotypes following Nar administration. Using whole transcriptome sequencing, we show significantly changed genes associated with lipid regulation and autophagy, such as in the genes *skn-1*, *hlh-30*, *lgg-1*, *unc-51* and *pha-4*. Knocking out these genes led to the disappearance of fat-lowering, health-promoting and life-prolonging effects from Nar. Collectively, our findings demonstrate that Nar produces anti-obesity and anti-aging functions in HGI worms through autophagy inductions (Figure 9).

The present study revealed that Nar reduces fat accumulation in HGI worms by promoting autophagy. Some genes involved in autophagy processing were significantly upregulated, including *hlh-30*, *lgg-1*, *unc-51*, and *pha-4.* HLH-30, a *C. elegans* orthologue of TFEB, is a conserved transcript regulator controlling multiple genes associated with the autophagy process in *C. elegans* [44]. Many bioactive substances extend the lifespan of *C. elegans* by stimulating *hlh-30* to induce autophagy [18,22]; for example, the human LC3 ortholog gene, *lgg-1*, is a key downstream gene of *hlh-30* that is crucial to the formation of the autophagosome [17]. Both *unc-51* (a *C. elegans* orthologue of ULK1) and *lgg-1* are involved in lipid regulation [45]. Phytochemicals could enhance autophagy-related genes and regulate fat storage and consumption. For example, shatavarin IV is a powerful therapeutic agent that can reduce fat accumulation and promote dietary restriction-induced autophagy mediated by *pha-4*, a transcript factor and *C. elegans* orthologue of FOXA [46]. Resveratrol also possesses both autophagy-inducing and lipid-reducing activities [47,48]. Bai has established a linkage between lipid regulation and autophagy, revealing that saponins from bitter melon exert fat-lowering effects by promoting the *hlh-30*-mediated autophagy process [22]. Likewise, we integrated autophagy induction with lipid reduction caused by Nar, indicating that autophagy-related genes, including *hlh-30*, *lgg-1*, *unc-51*, and *pha-4*, are involved in anti-obesity and anti-aging effects.

RNA-sequencing and qPCR confirmed the related genes of *skn-1*, *yap-1,* and *egl-44*. The *C. elegans* orthologues of Nrf2 and YAP1 were up-regulated in HGI worms with Nar treatment. It has been reported that excessive fat accumulation caused by abnormal conditions can activate the SKN-1/Nrf signaling pathway in *C. elegans* [49,50]. *Skn-1* is involved in the regulation of fat reduction caused by biologically active substances [51]. Thus, our results agree with the previous studies. In addition, YAP-1 is part of a highly conserved Hippo signaling pathway that combines with EGL-44 to function [52]. Saul [53] observed that the down-regulation of *yap-1* could shorten the mean lifespan of worms. However, the relationship between *yap-1* and fat accumulation remained unclear. Thus, we tested whether Nar could affect lipid metabolism to prolong the lifespan of HGI worms through the YAP-1 pathway. With the deletion of *yap-1* expression, Nar treatment no longer significantly decreased the fat mass of HGI worms. In addition, Nar did not affect the fast movement and life span of HGI worms with *yap-1* RNAi.

Our results reveal that several genes in pathways related to lipid regulation were upregulated with Nar administration, including genes *aak-2*, *nhr-49*, and *acs-2*, the *C. elegans* orthologue of human AMPK, PPAR-α, and ACSF2, respectively. Our result thus agrees with previous research that has suggested that the activation of *aak-2* can stimulate the expression of *nhr-49* to upregulate *acs-2* and thereby enhance fat consumption and reduce fat storage [54,55]. The *fat-7* encoding a stearoyl-CoA desaturase, also known as Δ9 desaturase, introduces a double bond into the saturated fatty acyl chain to control the biosynthesis of UFAs, which also participates in the enlargement of lipid droplets in *C. elegans* [16,56]. In contrast to our results, which showed that Nar led to the upregulation of *nhr-49* but the downregulation of *fat-7*, previous studies have found that *nhr-49* can stimulate *fat-7* to inhibit lipid metabolism, suggesting that the fat-lowering effect of Nar is partially dependent on the *aak-2*/*nhr-49*-mediated pathway. Nonetheless, evidence increasingly indicates that the downregulation of both *fat-7* and *ech-6* (an ortholog of human ECHS1) plays a role in the lipid-reducing effects of Nar [57,58].

GSVA showed that the TGF-β and Wnt signaling pathway are also regulated by Nar. These two pathways govern the development and reproduction of *C. elegans*. The TGF-β pathway plays a leading role in regulating *C. elegans*’ body length and width [59]. Previous studies have shown that the body length and width of HGI worms are smaller than that of control worms as larvae [43]. However, the regulation of TGF-β by Nar might allow for the HGI worm to recover its body length to some extent, resulting in the body length of the Nar treatment group on day 2 being longer than that of the HGI treatment group. However, by days 5 and 9, the control HGI worms had outgrown the Nar-treated worms in body length. Studies have shown that the body length of nematodes increases gradually from days 3 through to 14 [13]. Therefore, we can cautiously conclude that HGI accelerates aging in nematodes, while Nar can partially mitigate this effect. 

There are other mechanisms that cause a lower dose of Nar can prolong the lifespan of HGI nematodes. As we know, Nar affects the activity of several enzymes of carbohydrate metabolism, such as hexokinase, glucose-6-phosphatase, fructose-1,6-bisphosphatase, glycogen synthase, and glycogen phosphorylase [60]. Additionally, the results of GSVA (Table S2) also revealed that the signaling pathways of glycolysis/gluconeogenesis and citrate cycles (TCA cycle) in worms with Nar treatment are significantly lower than HGI worms at the pathway level. Thus, we speculated that Nar might inhibit the enzymes involved in glucose metabolism to interfere with the toxic effects of glucose. This mechanism, however, as the concentration of Nar increases, will lead to an increase in free glucose, enhancing the nonenzymatic reactions of glucose with proteins and nucleic acids to form advanced glycation-end products, ultimately shortening the lifespan of the nematode [61].

Worldwide, obesity has become a serious public health problem in humans. It is a multifactorial metabolic disorder and a risk factor for many health-related diseases, such as hypertension, diabetes, heart damage, cancer, cognitive decline, and COVID-19 complications [62,63,64,65]. Extensive studies also demonstrate that obesity holistically accelerates the aging process due to metabolic dysfunction [4,66]. Previous studies in the mouse model have shown that autophagy can promote the removal of lipid droplets, increase insulin secretion, and enhance insulin sensitivity, which can prevent diseases related to metabolic dysregulation [67]. Our study indicates that Nar can promote autophagy and reduce excessive fat accumulation by regulating *hlh-30*, *lgg-1*, *unc-51*, *pha-4*, *skn-1*, *yap-1*, and other genes associated with lipid levels, providing a theoretical basis for the prevention of diabetes and obesity. This study does have some potential limitations; in particular, the anti-aging and anti-obesity effects of Nar were estimated only in the model *C. elegans*. Nevertheless, all the genes that we have discussed have ortholog counterparts in mammals. Collectively, our study supports the potential value of Nar to promote human health as a nutritional supplement.

## 5. Conclusions

The present study indicates that Nar can improve health, prolong lifespan, and reduce the excessive fat accumulation of HGI *C. elegans* by stimulating genes associated with autophagy and fat regulation. These findings imply that Nar has the potential competence to ameliorate the effects of aging and obesity and improve the health of humans when used as a nutritional supplement.

## Figures and Tables

**Figure 1:**
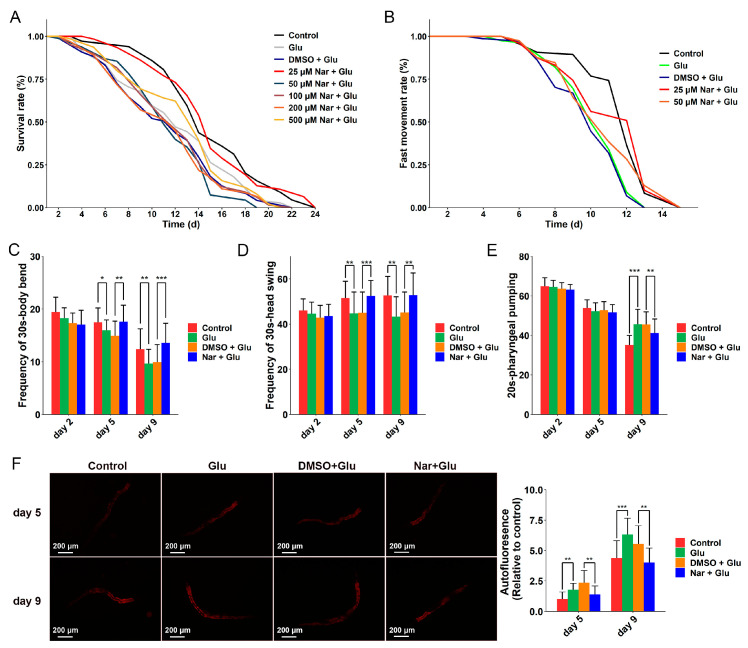
Pathophysiological analysis of *C. elegans* in four different treatments: control, glucose (Glu) induction, DMSO + Glu and Nar + Glu, showing that Nar relieved Glu-induced accelerated aging. (**A**) Survival curves of the four different treatment groups. (**B**) The fast movement curves of different treatment groups. (**C**) The frequency of body bend (30s); *n* ≥ 27 worms per group for day 2, *n* ≥ 21 for day 5, and *n* ≥ 25 for day 9. (**D**) Frequency of head swings (30s); *n* ≥ 29 worms per group for day 2, *n* ≥ 21 for day 5, and *n* ≥ 24 for day 9. (**E**) Frequency of pharyngeal pumps (20s); *n* ≥ 32 worms per group for day 2, 5 and 9. (**F**) Auto-fluorescence of nematodes in different treatment groups on days 5 and 9; *n* ≥ 12 worms per group for day 5, and *n* ≥ 17 for day 9. Data are representative one of two independent experiments and represented mean ± SD. The symbols *, ** and *** represent *p* < 0.05, 0.01, and 0.001, respectively.

**Figure 2:**
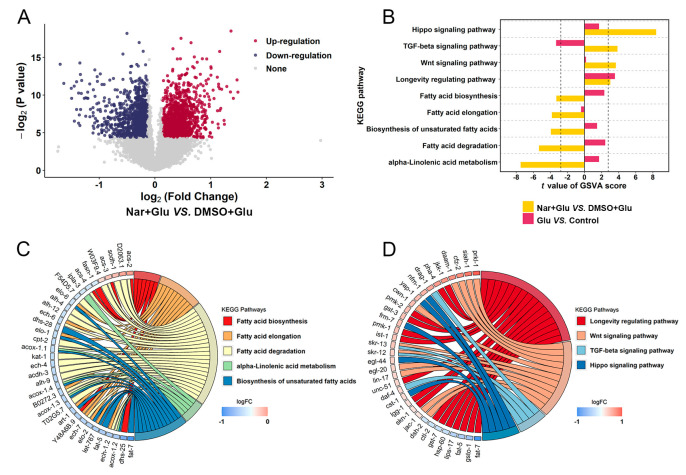
Bioinformatic analysis for whole transcriptome sequencing. (**A**) Volcano plot showing differentially expressed genes between “DMSO + Glu” and “Nar + Glu” groups. (**B**) Nine significantly different pathways screened by GSVA. (**C**) The specific genes in upregulated and (**D**) downregulated pathways from the nine pathways in (**B**).

**Figure 3:**
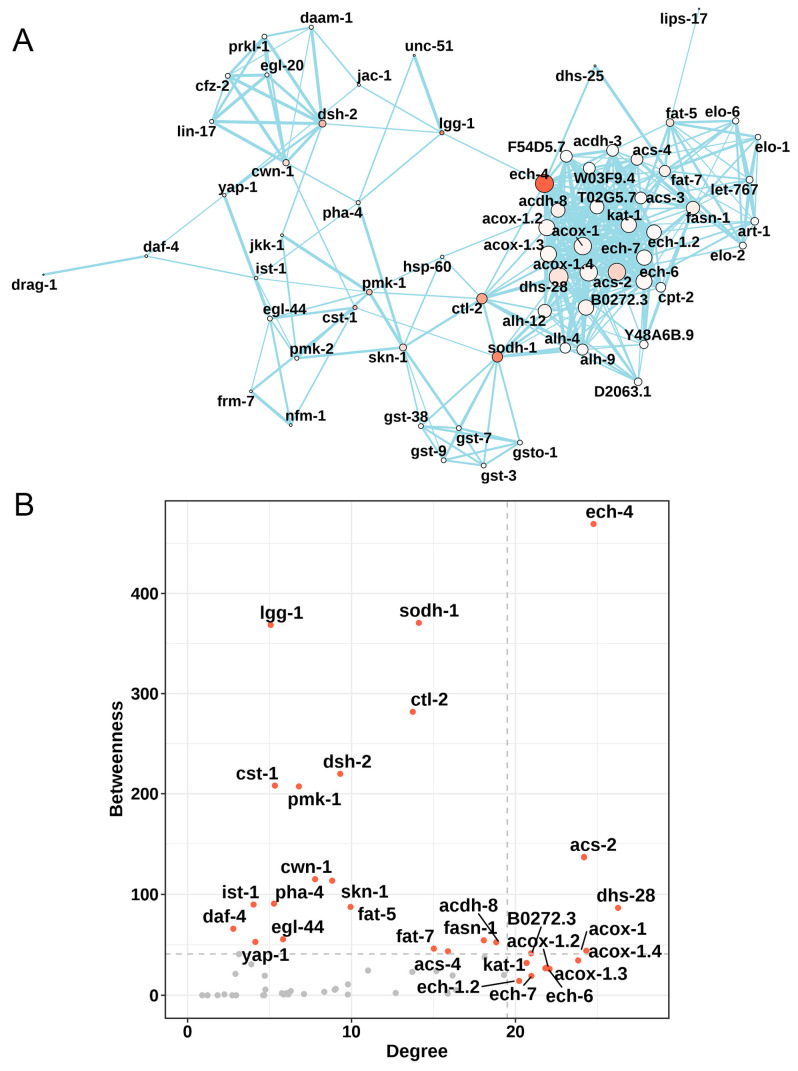
PPI network for identifying hub genes. (**A**) Construction of the PPI network was based on the differentially expressed genes in nine signaling pathways identified in Figure 2C,D. The network was constructed by STRING (https://cn.string-db.org/ (accessed on 5 September 2022)) and visualized by R software. (**B**) Hub genes in the PPI network were identified based on the values of betweenness centrality and degree centrality of a node in the network, where a gene represented a node.

**Figure 4:**
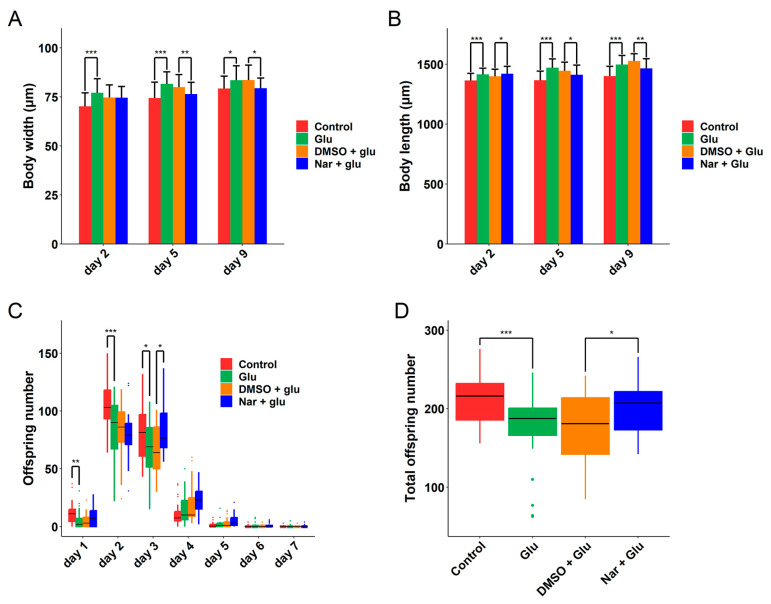
Nar improved the development and reproduction of HGI worms. (**A**) The body width and (**B**) length of different treatment groups on days 2, 5 and 9; *n* ≥ 66 worms per group for day 2, *n* ≥ 43 for day 5, and *n* ≥ 21 for day 9. (**C**) The daily and (**D**) total number of offspring during the reproductive period of each group (*n* ≥ 29 worms per group). All experiments were replicated twice. Data are representative one of two independent experiments and represented mean ± SD. The symbols *, ** and *** represent *p* < 0.05, 0.01, and 0.001, respectively.

**Figure 5:**
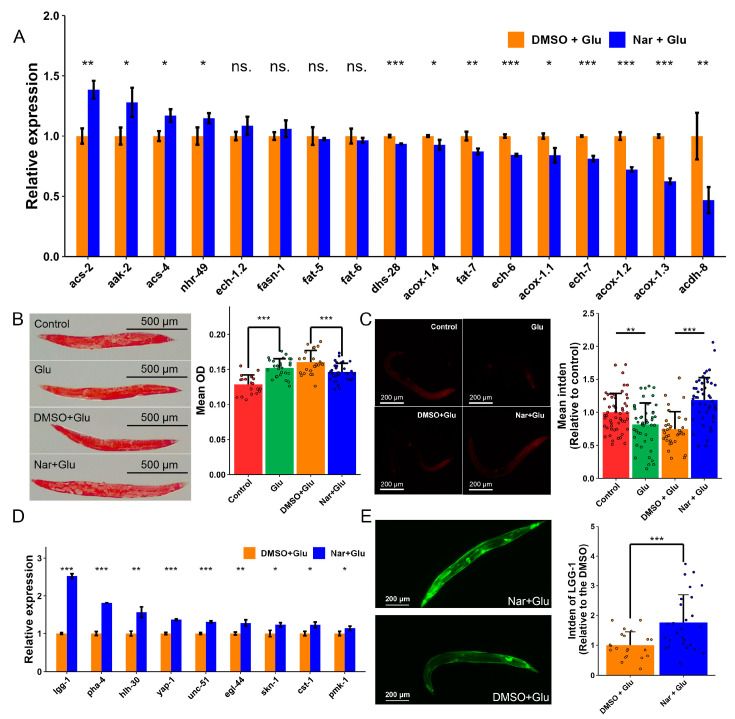
Fat accumulation and autophagy in HGI worms treated with Nar. (**A**) qPCR analysis confirms the difference in lipid-related gene expression of HGI worms with and without Nar administration (*n* = 3 samples per group). The experiment was replicated three times. (**B**) Observations of fat accumulation, and its reduction by Nar, in HGI *C. elegans* model by Oil red O staining (*n* ≥ 20 worms per group). The experiment was replicated three times. (**C**) Observations of reduced mitochondrial dysfunction with Nar in HGI *C. elegans* model by R6G staining (*n* ≥ 35 worms per group). The experiment was replicated two times. (**D**) qPCR confirmation of differentially expressed longevity-related genes in HGI worms with or without Nar administration (*n* = 3 samples per group). The experiment was replicated three times. (**E**) Fluorescence quantification and comparison of the dFP::LGG worms with or without Nar treatment (*n* ≥ 20 worms per group). The experiment was replicated two times. Data are representative one of at least two independent experiments and represented mean ± SD. The symbols ns., *, ** and *** represent no significance, *p* < 0.05, 0.01, and 0.001, respectively.

**Figure 6:**
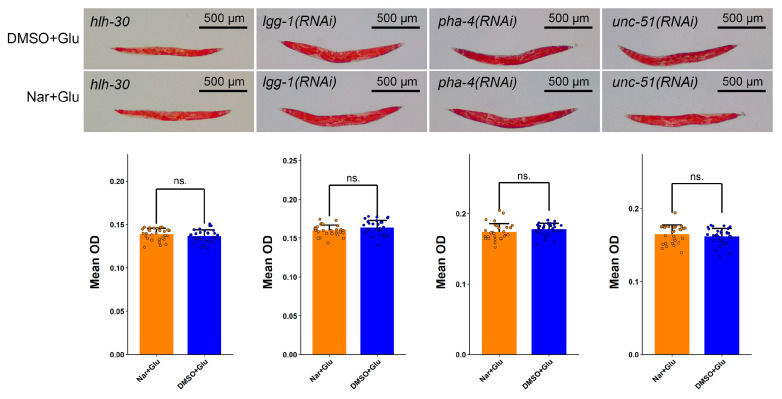
The fat-lowering effect of Nar was absent when autophagy-related genes were suppressed using mutants or RNAi worms, including *hlh-30* mutants, *lgg-1* RNAi, *pha-4* RNAi and *unc-51* RNAi (*n* ≥ 29 worms per group). The experiment was replicated two times. Data are representative of one of two independent experiments and represented mean ± SD. The symbols ns. represent no significance.

**Figure 7:**
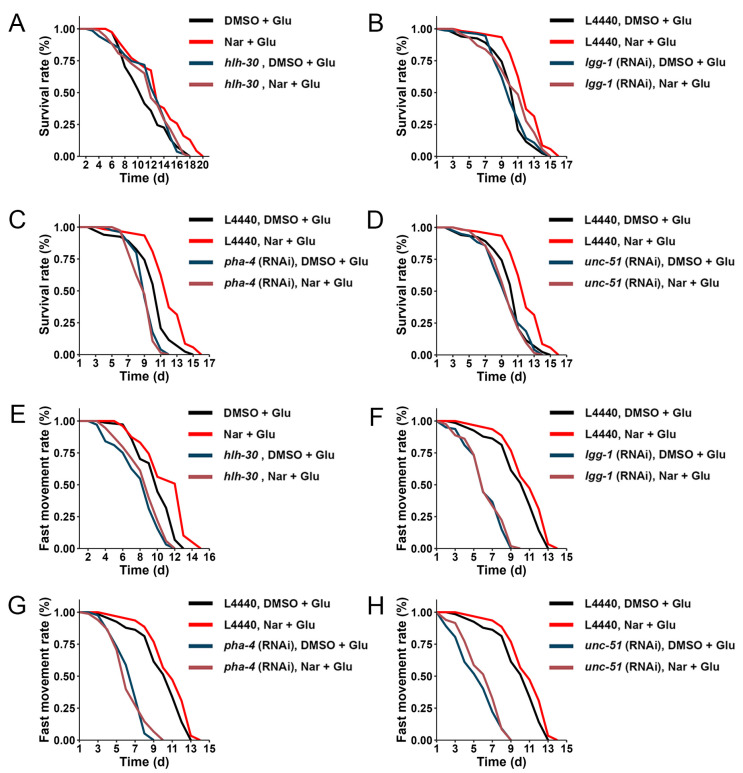
The survival and fast movement rate of *hlh-30* mutants and *C. elegans* fed with RNAi bacteria, *lgg-1*, *pha-4* and *unc-51*, in different treatments. HGI worms with or without Nar treatment did not differ in survival rate when using (**A**) *hlh-30* mutants or when fed RNAi bacteria including (**B**) *lgg-1*, (**C**) *pha-4* and (**D**) *unc-51*. Similarly, HGI worms with or without Nar treatment did not differ in fast movement rate when using (**E**) *hlh-30* mutants or when fed RNAi bacteria including (**F**) *lgg-1*, (**G**) *pha-4* and (**H**) *unc-51*. Experiments were replicated three times. Data are representative one of three independent experiments.

**Figure 8:**
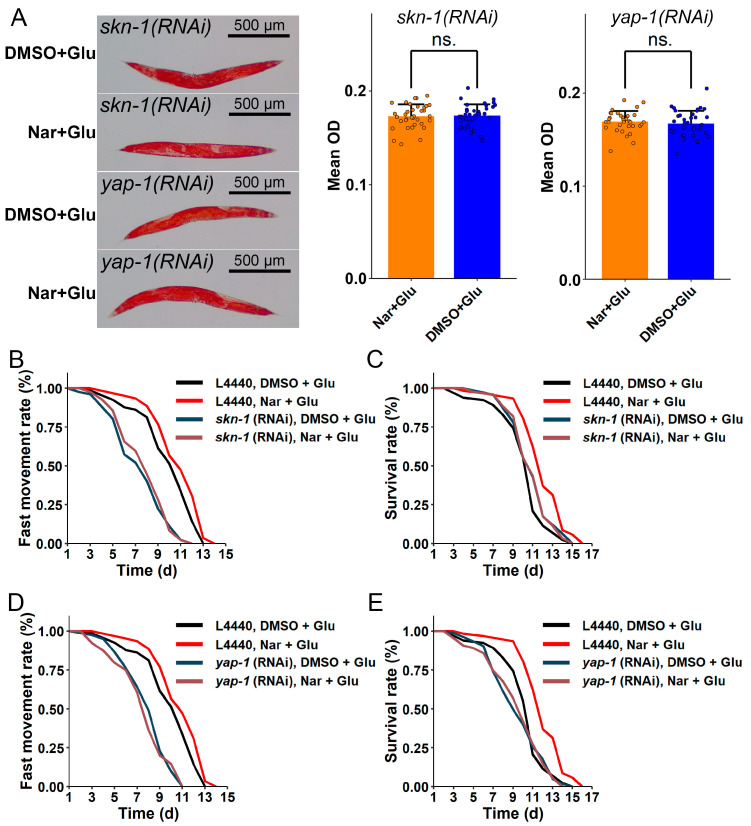
Effects of Nar on HGI worms mediated by *skn-1* and *yap-1.* (**A**) Fat-lowering effect of Nar was blocked by *skn-1* and *yap-1* RNAi treatment in HGI worms, as observed by oil red O staining (*n* ≥ 33 worms per group). The experiment was replicated two times. The data are represented mean ± SD. No differences were found between HGI worms with or without Nar treatment in fast movement rates or survival rates for nematodes treated with *skn-1* RNAi (**B**,**C**) and *yap-1* RNAi (**D**,**E**). The experiment was replicated three times. Data are representative one of at least two independent experiments. The symbols ns. represent no significance.

**Figure 9:**
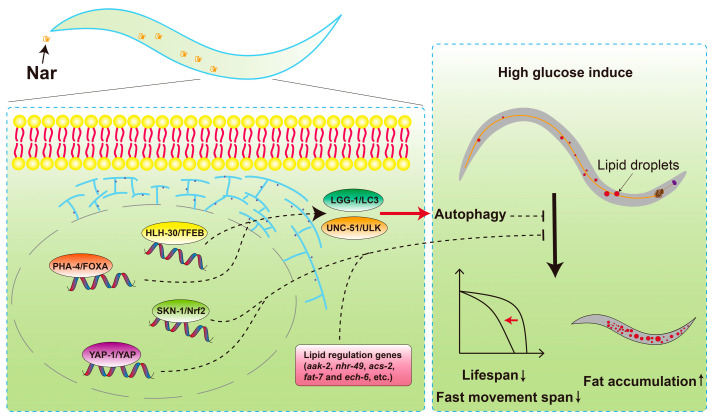
A graphical abstract of the molecular mechanisms and functions underlying the effects of Nar on *C. elegans* to promote autophagy and reduce fat accumulation.

**Table 1:** Lifespan of *C. elegans* (N2) with different treatments.

Group	N	Events	Mean ± SE	Median	*p*-Value
Control	70	53	14.95 ± 0.57	14	-
Glu	81	74	12.09 ± 0.57	12	0.005
DMSO + Glu	92	74	11.29 ± 0.54	12	-
25 μM Nar + Glu	64	51	14.89 ± 0.60	15	<0.001
50 μM Nar + Glu	81	69	11.42 ± 0.45	11	0.632
100 μM Nar + Glu	83	69	11.87 ± 0.51	12	0.650
200 μM Nar + Glu	65	52	11.38 ± 0.60	12	0.921
500 μM Nar + Glu	68	54	12.73 ± 0.58	14	0.186

*Abbr:* Glu: Glucose; SE: Standard error.

**Table 2:** Fast movement span of *C. elegans* (N2) with different treatments.

Group	N	Events	Mean ± SE	Median	*p*-Value
Control	90	72	11.67 ± 0.22	12	-
Glu	81	62	10.28 ± 0.23	10	<0.001
DMSO + Glu	74	54	10.01 ± 0.25	10	-
25 μM + Glu	77	44	11.25 ± 0.32	13	0.001
50 μM + Glu	78	55	10.72 ± 0.30	11	0.060

SE: Standard error.

**Table 3:** Lifespan of HGI *hlh-30* mutants and various RNAi worms with or without Nar treatment.

Strain	Group	N	Events	Mean ± SE	Median	*p*-Value
*hlh-30*	DMSO + Glu	70	59	12.05 ± 0.46	13	
	Nar + Glu	73	56	11.95 ± 0.47	12	0.940
*lgg-1* *(RNAi)*	DMSO + Glu	80	62	10.21 ± 0.29	10	
	Nar + Glu	82	59	10.61 ± 0.36	11	0.146
L4440	DMSO + Glu	67	56	10.25 ± 0.31	11	
	Nar + Glu	62	47	12.07 ± 0.29	12	<0.001
*pha-4* (RNAi)	DMSO + Glu	81	72	9.36 ± 0.15	9	
	Nar + Glu	82	70	9.17 ± 0.14	9	0.328
*skn-1* (RNAi)	DMSO + Glu	82	65	10.97 ± 0.26	11	
	Nar + Glu	86	63	10.93 ± 0.25	11	0.703
*unc-51* (RNAi)	DMSO + Glu	83	68	9.68 ± 0.29	10	
	Nar + Glu	84	64	9.73 ± 0.26	10	0.640
*yap-1* (RNAi)	DMSO + Glu	80	64	9.53 ± 0.33	9	
	Nar + Glu	64	57	9.49 ± 0.37	10	0.979

*Abbr*: Glu: Glucose; SE: Standard error.

**Table 4:** Fast movement span of HGI *hlh-30* mutants and various RNAi worms with or without Nar treatment.

Strain	Group	N	Events	Mean ± SE	Median	*p*-Value
*hlh-30*	DMSO + Glu	70	65	8.05 ± 0.30	9	
	Nar + Glu	73	59	8.61 ± 0.27	9	0.214
*lgg-1* (RNAi)	DMSO + Glu	80	67	6.39 ± 0.22	6	
	Nar + Glu	82	64	6.48 ± 0.23	6	0.599
L4440	DMSO + Glu	67	56	10.03 ± 0.31	11	
	Nar + Glu	62	47	10.89 ± 0.28	11	0.034
*pha-4* (RNAi)	DMSO + Glu	81	77	6.53 ± 0.17	7	
	Nar + Glu	82	74	6.51 ± 0.21	6	0.353
*skn-1* (RNAi)	DMSO + Glu	82	68	7.48 ± 0.28	8	
	Nar + Glu	86	64	7.85 ± 0.26	8	0.522
*unc-51* (RNAi)	DMSO + Glu	83	75	5.54 ± 0.24	6	
	Nar + Glu	83	65	6.14 ± 0.23	7	0.141
*yap-1* (RNAi)	DMSO + Glu	80	64	7.99 ± 0.24	8	
	Nar + Glu	64	58	7.65 ± 0.29	8	0.653

*Abbr*: Glu: Glucose; SE: Standard error.

## Data Availability

RNA-seq and miRNA-seq data have been submitted to the Gene Expression Omnibus (GEO accession numbers GSE222361).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15040907/s1, Figure S1: The volcano plots for the differentially expressed lncRNA, circRNA and miRNA; Figure S2: The obtained significant pathways by GSVA. Table S1: The primers used for qPCR; Table S2: 48 differential pathways and their specific genes; Table S3: The specific differentially expressed genes in nine pathways.

How the deposited data were processed for this re-analysis (not part of the article)

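The miRNA part of the sequencing was analysed here: 12 libraries of whole worms, 3 each of Control, Glu, DMSO + Glu and Nar + Glu, collected after 5 d at 20 °C. The mRNA, lncRNA and circRNA data were not analysed here. Groups and replicate numbers were taken from the sample labels, with doses of 2% glucose, 0.1% DMSO and 25 μM Nar. The labels also name a poly(A) selection ahead of the small RNA library kit, whereas the paper gives this step for the mRNA libraries.

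The authors filtered the reads by base-call quality, removed the 3′ adapter and short fragments with Cutadapt and quantified miRNAs with mirdeep2, and they deposited raw read counts for each mature miRNA, with no normalization and with replicates kept apart. The genome build is given for the mRNA alignment (WBcel235). The miRBase release, the mismatches allowed and the handling of reads that match several precursors are not given in the sources used here. Counts were deposited for each sample and as a combined table, and the values of the 2 forms were equal in 12 of 12 libraries. Each holds 263 distinct names, and the first entry of each of the 5 repeated names was kept. Of these 5, miR-5592-5p had different totals in its entries (1991 and 1904 counts over the 12 libraries), and the other 4 had equal ones. The counts of miR-44-3p and miR-45-3p (899941 each) were identical in every library, as were those of miR-8187-3p and miR-8188-5p (143 each), and those of miR-1829b-3p and miR-1829c-3p were equal in 8 of 12 libraries, so these miRNAs are uncertain. Replicates of a group differed by far more than counting noise, with a chi-square per degree of freedom from 22.2 to 771, so no library was counted as a repeat of another. The 22.2 was that of Nar + Glu replicates 1 and 2, and the next lowest value was 75.2, for DMSO + Glu replicates 2 and 3. Nar + Glu replicates 1 and 2 were thus closer than any other pair, and whether they share a step of preparation is not given in the sources used here.

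From these counts, 3 comparisons were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the 6 libraries of the groups compared: Nar + Glu against DMSO + Glu, Glu against Control and DMSO + Glu against Glu. Libraries were scaled with TMM, and filterByExpr kept miRNAs with a count of about 10 or more in enough libraries and at least 15 in total, which left 219, 223 and 215 miRNAs. A miRNA was counted past the paper's thresholds with |log2FC| > 0.585 and an unadjusted p under 0.05, and separately with a Benjamini-Hochberg adjusted p under 0.05. Standard errors were derived from the quasi-likelihood fit. Shares and other single values were compared with two-sided exact permutation tests over the 10 splits of 6 libraries, whose smallest p is 0.1. Fold changes of Nar + Glu against DMSO + Glu and of Glu against Control were correlated over miRNAs (Spearman's rho, prior count 2), with an exact permutation test over 10 by 10 splits, whose smallest p is 0.01. A list of the 8 miR-35 family 3p arms and a list of 9 age-related miRNAs (let-7-5p, lin-4-5p, miR-34-5p, miR-71-5p, miR-80-3p, miR-238-3p, miR-239a-5p, miR-239b-5p and miR-246-3p) were tested with fry of limma 3.58.1, and with an exact permutation test of the mean log2 CPM of the list in each library. For each precursor whose 5p and 3p arms both had a mean count of at least 10, the log2 ratio of the arms was taken with a pseudocount of 0.5, as 5p to 3p in the miR-35 family and as the scarcer to the commoner arm in the other precursors. Gene positions come from the WBcel235 annotation, and matplotlib 3.10.9 drew the plots.

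The miRNAs named one by one follow a fixed rule. It takes the 10 with the smallest p for Nar, the 5 largest rises and the 5 largest falls among those past the paper's thresholds without overlap between the groups, the 3 with the smallest p in each of the other comparisons, the 5 most abundant, and members of the lists past the thresholds.

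Alternatives were the size factors of DESeq2, scaling by total counts alone, DESeq2 1.42.0, edgeR's exact test, no filter, a mean count of at least 100, all 12 libraries in 1 fit, the replicate number as a block, Glu in place of DMSO + Glu as the reference, no fold threshold, each library left out in turn, camera in place of fry, and, for the correlation, Pearson's r and a prior count of 0.5. Added later were fits on all entries, with identical entries merged, without miR-1-3p, with every library thinned to 2640879 counts (random seed 1), and with an axis of replicate deviations as a covariate.

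The procedure was tested on simulated counts with 44 miRNAs changed by a log2FC of 1. Past the paper's thresholds it recovered 42 of 44 with 6 false calls among the 219 miRNAs of the Nar comparison, 38 with 2 false among 223 for Glu against Control, and 40 with 5 false among 215 for DMSO + Glu against Glu. With no miRNA changed, 50 simulations passed a median of 2, 3 and 3 miRNAs, and at most 6, 7 and 8. Each miRNA was drawn independently, with planted rises and falls in equal number, whereas deviations of the real replicates were correlated between miRNAs. The simulations therefore do not bound chance calls in these libraries. Other splits of the real libraries passed up to 6 miRNAs for Nar, 12 for Glu against Control and 14 for DMSO + Glu against Glu.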

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

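The tests on the arms of the miR-35 family, with all libraries on glucose pooled among them, were chosen only after the result was seen, and the alternatives with thinned libraries, merged entries or miR-1-3p left out were added later.

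The text of the paper gives no miRNA result for Glu against Control, and its supplementary figures were not available here. These libraries hold a signal of their own. Of 223 miRNAs tested, 19 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 8 higher and 11 lower in Glu, and 55 an unadjusted p under 0.05 against 11.15 by chance. The paper's thresholds were passed by 31, 12 higher and 19 lower, and 17 met both. In 70 miRNAs (31.4%) the groups did not overlap, against 10% by chance. DESeq2 gave 24 miRNAs with an adjusted p under 0.05 and edgeR's exact test 27. With total counts alone as the scaling there were 13, 4 higher and 9 lower. The smallest p-values were those of miR-42-3p (chromosome II, 11889811 to 11889905), from 299 ± 3.54 to 533 ± 56.2 CPM (SD, n = 3 each), miR-40-5p, from 105 ± 5.03 to 58.0 ± 9.65, and miR-1829c-3p, from 33.0 ± 6.31 to 16.5 ± 2.70. Their log2FC were 0.80, −0.89 and −1.03 (standard errors 0.156, 0.179 and 0.221), with adjusted p = 0.00383, 0.00383 and 0.00469 from edgeR with Benjamini-Hochberg adjustment. miR-1829c-3p shares its reads with miR-1829b-3p, which was also lower, and without Glu replicate 2 its adjusted p was 0.0609, in a range of 7.36e-05 to 0.0609 over its alternatives (edgeR with Benjamini-Hochberg adjustment). In DMSO + Glu, also on glucose, it was at 26.1 ± 3.28 CPM (SD, n = 3). The highest of these libraries (29.5) lay above the lowest Control library (28.1). In Nar + Glu it was at 18.6 ± 2.90 (SD, n = 3). For miR-42-3p and miR-40-5p the DMSO + Glu levels, 570 ± 55.0 and 68.1 ± 0.689 (SD, n = 3 each), were closer to Glu than to Control.

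Control had the deepest libraries, so depth was weighed first. With every library thinned to equal totals, 15 of the 19 were called again among 19 calls, 4 higher and 15 lower, which argues against depth as the whole source. With the 5 most abundant miRNAs taken out before scaling, all 19 were among 24 calls, so a few dominant miRNAs do not account for them. With identical entries merged and miR-1829c-3p dropped for its near copy miR-1829b-3p, 18 of the 19 were called again. Since miR-1829c-3p was itself among the 19, these were all that remained. Reads shared between similar names with unlike counts were not tested and stay open. The real grouping gave more calls than any of the other splits of the 6 libraries (1 of 10 splits with as many, at most 0 in the others), and likewise past the paper's thresholds (1 of 10, at most 12 in the others). With 10 splits, chance cannot be excluded. The number rested on single libraries, at 4 without Glu replicate 2, 6 without Control replicate 3, 12 without Control replicate 2 and 44 without Glu replicate 3. No library batch is given in the sources used here. An effect of glucose on these miRNAs remains open and untested beyond these counts.

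The second signal is in the arms of the miR-35 family (miR-35 to miR-42). The log2 ratio of the 5p to the 3p arm was lower in Glu than in Control for 8 of 8 precursors, with a median difference of −1.01 (−1.21 to −0.55), while the ratio of the scarcer to the commoner arm in 68 other precursors had a median difference of −0.24 and was lower for 47. In the family the 5p arm was the scarcer one in 7 of 8. The genes of miR-35, miR-37 and miR-40 lie close together on chromosome II (within 11537608 to 11538275), so the 8 precursors may not be independent cases. The 5p arms were lower in 8 of 8 (median log2FC −0.84, from −1.05 to −0.33), 5 of them with an adjusted p under 0.05, while the 3p arms had a median log2FC of 0.01 and 2 of 8 were lower. An exact permutation test of the mean of the 5p arms gave p = 0.1, the smallest possible, and that of the 3p arms p = 0.2, where limma's fry gave 0.00176 and 0.170. A ratio of 2 arms does not move with the scaling of the libraries. The family value per library, relative to the mean of each precursor, was 0.65 ± 0.15 in Control, −0.33 ± 0.28 in Glu, −0.18 ± 0.21 in DMSO + Glu and −0.01 ± 0.29 in Nar + Glu (SD, n = 3 each). The difference between Glu and Control was −0.98 (exact permutation p = 0.1, the smallest possible). Nar + Glu and DMSO + Glu differed by 0.17 and DMSO + Glu and Glu by 0.15 (exact permutation p = 0.4 for each), so no change with Nar was detectable in 3 libraries against 3.

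Fewer embryos in the worms could lower the family. If both arms followed embryo number alike, the 3p arms would be lower too, and their most negative log2FC was −0.12. Whether the arms do so was not tested. A loss of the scarcer arm in every precursor would move the others alike, and the 5p-to-3p ratio of the family fell further than their scarcer-to-commoner ratio, by −0.82 between the per-library medians, with a larger SD of 0.287. Thinning to equal totals left the median at −1.03. It removes reads of both arms of a library in the same proportion, so the ratio stays nearly the same by construction. This argues only against an effect of low counts on the ratio, and leaves other effects of depth open. The 5p arms had mean counts of 26.2 to 300 per library and the 3p arms of 108 to 180559. When all libraries on 2% glucose were pooled, the family value was at most 0.23 in these 9 and at least 0.50 in the 3 of Control. The difference was −0.82 (exact permutation p = 0.00455, the smallest that 220 splits can give), and −0.81 after thinning. This test reuses the Control and Glu libraries in which the pattern was found, so it does not decide on chance spread between libraries. The DMSO + Glu libraries, at most 0.06, and those of Nar + Glu, at most 0.23, were new to it and lay below every Control library. For Glu alone, 3 libraries against 3 cannot go under 0.1. What stays open is chance spread of the 3 Control libraries, or a difference in their depth or handling, for which no batch is given. Fewer embryos stay open too, if the arms do not follow embryo number alike. A shift in the ends of the 5p reads that the counting would miss is also open. So is, as an untested hypothesis, a different choice or stability of the arms under glucose.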

How the results depend on the processing

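All alternatives were chosen before the data were examined except the fits on all entries, with merged entries, without miR-1-3p, on thinned libraries and with the axis of replicate deviations, which were chosen after seeing the data. The cause of each change named here was not tested, unless the alternative itself shows it, as with fewer miRNAs tested or no fold threshold.

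For Nar + Glu against DMSO + Glu, the 29 miRNAs past the paper's thresholds became 65 (65 up, 0 down) with total counts alone, 19 of 133 tested with a mean count of at least 100, and 72 (33 up, 39 down) with no fold threshold. The other alternatives gave 24 (DESeq2) to 40 (without miR-1-3p and with total counts alone, all up), and 25 to 33 with single libraries left out. The share of upregulated miRNAs was 65.5%, and rose to 80% without Nar + Glu replicate 2 (20 up, 5 down), 78.1% without Nar + Glu replicate 3 (25 up, 7 down), 76.7% with all 12 libraries (23 up, 7 down) and 75.9% with all entries or merged entries (22 up, 7 down each), and fell to 57.7% without DMSO + Glu replicate 1 (15 up, 11 down). Without miR-1-3p and with TMM it was 22 up and 6 down, and with the axis of replicate deviations 22 up and 7 down.

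The 47 with an adjusted p under 0.05 became 91 (89 up, 2 down) with total counts alone, 24 with a mean count of at least 100, 25 with all 12 libraries, 20 against Glu and 17 to 46 with single libraries left out. DESeq2's size factors gave 37 (21 up, 16 down), all of them among the 47, no filter 37 (24 up, 13 down), all entries 37 (24 up, 13 down) and merged entries 40 (27 up, 13 down), against 21 up and 26 down in the TMM fit. The balance of up and down thus differed between these settings, and the median log2FC went from −0.06 to 0.00 with all entries.

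For Glu against Control, 31 became 17 of 139 tested with a mean count of at least 100, 55 with no fold threshold and 22 to 40 with single libraries left out. The 19 with an adjusted p under 0.05 became 36 with all 12 libraries, 9 without miR-1-3p and with total counts alone, and 4 to 44 with single libraries left out. For DMSO + Glu against Glu, 13 became 8 with DESeq2, 3 with a mean count of at least 100, 22 with no fold threshold, and 8 (without Glu replicate 2) to 22 (without Glu replicate 3) with single libraries left out. No miRNA had an adjusted p under 0.05 there in edgeR's quasi-likelihood test (22 had an unadjusted one) or DESeq2, 1 in edgeR's exact test, and 0 to 12 with single libraries left out, the 12 without Glu replicate 3.

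With the replicate number as a block, 27 instead of 47 miRNAs had an adjusted p under 0.05 for Nar and 47 instead of 19 for Glu against Control. The replicate numbers were not taken as pairs, since in no comparison were all of the correlations over 0.1. The deviations of same-numbered libraries from their group means correlated at −0.24, 0.23 and −0.12 in the Nar comparison, at 0.18, 0.0381 and 0.29 in Glu against Control and at 0.13, 0.0453 and 0.24 in DMSO + Glu against Glu, so that a weak pairing outside the Nar comparison is not excluded.

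Of 459 values of the 23 named results under their alternatives, 420 kept their direction and their side of an adjusted p of 0.05, 18 lost it, 16 reached it and 5 reversed. Those of miR-43-3p (log2FC 0.93 to 1.38), miR-1-3p, miR-52-3p, miR-1820-5p and miR-49-5p for Nar and of miR-42-3p and miR-40-5p for Glu held under all of theirs. Reversed were miR-237-3p against Glu (0.0144), miR-58a-3p (0.0400), miR-70-3p (0.18) and miR-37-3p (0.0142) with total counts alone, and miR-70-3p without miR-1-3p and with total counts alone (0.0229).

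The median log2FC of the miR-35 family list with Nar reversed to 0.29 with total counts alone. With single libraries left out it was −0.21 to −0.0440, the last without Nar + Glu replicate 2. With glucose the median of this list reversed to −0.0886 without Glu replicate 1 (−0.0886 to 0.20 with single libraries left out). The age-related list with Nar reversed to 0.23 with total counts alone. Its median of −0.21 had p = 0.0593 with camera (exact permutation p = 0.1 for the mean of the list), and without Nar + Glu replicate 3 the fry p was 0.0530 (median −0.20 to −0.0832 with single libraries left out). With glucose it went to 0.0107 with total counts alone, 0.0184 with all 12 libraries, and −0.15 to 0.000645 with single libraries left out, the last without Control replicate 2. The correlation of fold changes kept its sign and its p above 0.05 throughout, at 0.200 to 0.353 with single libraries left out. miRNAs with mean counts near 10 per library limit what the depth can show, and the 3 libraries per group limit exact tests of 1 group against another to p = 0.1 (0.01 for the correlation).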

Differences from the paper's values

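The paper's number of miRNAs past its thresholds between HGI worms with and without Nar is 32, and 29 were found here. Over the alternatives the number went from 19 with a mean count of at least 100 to 65 with total counts alone, or 72 with no fold threshold. It was 32 without Nar + Glu replicate 3. The names of the paper's miRNAs were not used here, so whether they are the same miRNAs was not tested.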

Other observations

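The tests of the let-7 and lin-4 family, relative to all miRNAs as well, and of the axis of replicate deviations were chosen only after the result was seen, as were the fits without miR-1-3p.

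Whether chance could give the Nar result was counted over the splits of its 6 libraries. The real grouping alone reached 29 miRNAs past the paper's thresholds (1 of 10 splits, at most 6 in the others) and 47 with an adjusted p under 0.05 (1 of 10, at most 0 in the others, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 10 splits, chance cannot be excluded.

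The upward shift with Nar under plain CPM may come from the lower share of miR-1-3p, since a smaller share leaves more of each library to all others. Removing miR-1-3p before scaling by totals reduced the upregulated miRNAs past the thresholds from 65 to 40 and the median log2FC from 0.37 to 0.22, but 100% of those past the thresholds were still upregulated, so miR-1-3p is not the whole source. For miR-37-3p, miR-58a-3p and miR-70-3p, also among the 5 most abundant miRNAs, the direction depends on the scale. The remaining one, miR-35-3p, was lower under both scales. None of them fell as far under total counts as miR-1-3p, which had a log2FC of −0.28. With TMM the log2FC of miR-35-3p, miR-37-3p, miR-58a-3p and miR-70-3p were −0.52, −0.44, −0.42 and −0.26 (standard errors 0.134, 0.161, 0.154 and 0.118, adjusted p = 0.0141, 0.0606, 0.0642 and 0.136 from edgeR with Benjamini-Hochberg adjustment), and with total counts alone −0.0659, 0.0142, 0.0400 and 0.18. The fall of miR-35-3p lost its adjusted p under 0.05 in 7 of 21 alternatives. With single libraries left out its adjusted p was up to 0.114 (edgeR with Benjamini-Hochberg adjustment). The 5 most abundant miRNAs together held 67.6% ± 1.44 of the counts in DMSO + Glu and 61.4% ± 0.718 in Nar + Glu (SD, n = 3 each), and the share of miR-1-3p alone fell by 7.06 percentage points, more than their sum did. Counts relative to a total cannot separate a fall of miR-1-3p per worm from a rise of the rest, which remains an untested biological alternative.

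Fewer miRNAs were called for the vehicle alone. Between DMSO + Glu and Glu, 13 of 215 miRNAs passed the paper's thresholds (8 up, 5 down), 22 had an unadjusted p under 0.05 against 10.75 by chance, and 0 had an adjusted one by edgeR's quasi-likelihood test or DESeq2, with 1 by edgeR's exact test. The groups did not overlap for 35 miRNAs (16.3%, against 10% by chance). Of the 10 splits, 2 reached 13 miRNAs past the thresholds, the real one and 1 other with 14, so chance cannot be excluded. For adjusted p the count of 0 is reached by 10 of 10 splits whatever the data (at most 8), and tests nothing. The smallest p-values were those of miR-4926 (log2FC 1.06), miR-8201-5p (1.08) and miR-1829c-3p (0.68), with adjusted p = 0.0990, 0.279 and 0.279 (edgeR with Benjamini-Hochberg adjustment). miR-1829c-3p was also lower in Glu than in Control, and both comparisons use the same Glu libraries, so they are not separate results for it. Without Glu replicate 3 the adjusted p of miR-4926 was 0.0309, in a range of 0.0309 to 0.608 over its alternatives (edgeR with Benjamini-Hochberg adjustment). That these effects differ in size from those of Nar was not tested.

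No reversal of the response of miRNAs to glucose by Nar was detectable. Over 225 miRNAs the fold changes of Nar + Glu against DMSO + Glu and of Glu against Control, which share no library, had a Spearman rho of 0.298 (exact permutation p = 0.12, smallest possible 0.01). This correlation is across miRNAs, which are not independent replicates. A reversal predicts a negative value, and no value under an alternative was negative. Of 218 miRNAs tested in both, 28 and 31 were past the paper's thresholds, and 2 in both, against 3.98 by chance (Fisher's exact test, p = 0.385). These were miR-237-3p (log2FC −0.76 with Nar and −0.59 with glucose) and miR-4813-3p (0.63 and 0.87), which moved the same way in both and were named after their values were seen.

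Both lists of miRNAs gave 4 tests. The 8 age-related miRNAs with enough counts had a median log2FC of −0.21 with Nar under TMM, but 0.23 with total counts alone (6 lower, 2 higher with TMM). An exact permutation test of the mean of the list gave p = 0.1, the smallest possible, and limma's fry 0.00687, or 0.0275 after Benjamini-Hochberg adjustment over the 4 tests. With the preset correlation of camera p was 0.0593. The largest falls in the list, of let-7-5p (log2FC −0.75) and lin-4-5p (−0.48), also enter the let-7 and lin-4 family below. The results of the list and of that family are therefore not separate evidence. These tests ask for a common direction of the list, and what such a direction means for age was not tested. Of the 8 age-related miRNAs, 3 had an adjusted p under 0.05 adjusted over the list alone, and 2 over all miRNAs tested. With glucose their median was −0.02 (4 lower, 4 higher, exact permutation p = 0.5, fry 0.138, or 0.227 with Benjamini-Hochberg), with 0 past the threshold either way. The 3p arms of the miR-35 family had a median log2FC of −0.16 with Nar under TMM but 0.29 with total counts alone (6 lower, 2 higher with TMM, exact permutation p = 0.6, fry 0.351, also with Benjamini-Hochberg), and 0.01 with glucose (2 lower, 6 higher, mean 0.15, exact permutation p = 0.2, fry 0.170, or 0.227 with Benjamini-Hochberg). In each comparison 1 of them was past the threshold, adjusted over the list alone and over all miRNAs.

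let-7-5p, miR-241-5p and miR-237-5p belong to related families of developmental timing miRNAs, which led to a look at 6 members (let-7-5p, miR-48-5p, miR-84-5p, miR-241-5p, lin-4-5p and miR-237-5p). With TMM all 6 were lower with Nar, at a median log2FC of −0.60 (−0.80 to −0.21, exact permutation p = 0.1, the smallest possible, fry 0.000238), 5 of them with an adjusted p under 0.05 by edgeR. With single libraries left out that number was 2 to 4, lowest without DMSO + Glu replicate 3, and against Glu it was 2. All 6 stayed lower in each of these fits. Reads shared between members of similar sequence are argued against, since the opposite arms of the same precursors were lower too, at a median of −0.58 in 5 of 5 with TMM (exact permutation p = 0.1, the smallest possible). This was weaker against Glu, at −0.21 in 4 of 5 with 0 past an adjusted p of 0.05 (edgeR, fry 0.110). It was −0.49 in 5 of 6 with no filter, and with total counts alone −0.15 in 5 of 5 (exact permutation p = 0.4, fry 0.397), where the median of all miRNAs was 0.37. A scaling factor moves all miRNAs of a library alike. A place relative to the bulk of miRNAs is therefore nearly the same under any scaling by construction, and does not test TMM. Relative to the median of all miRNAs the median log2FC of the 6 was −0.53 with TMM and −0.54 with total counts alone. For miR-48-5p, miR-84-5p and lin-4-5p, which the naming rule had not picked, the difference per library relative to all miRNAs was −0.28 with TMM (larger SD 0.0479, exact permutation p = 0.1, the smallest possible). The absolute direction stays open, because total counts alone moved the median of all miRNAs to 0.37 and that of the 6 to −0.16, with 4 of 6 lower (exact permutation p = 0.3, fry 0.323). A fall of the family and a rise of the bulk cannot be told apart without a measure of miRNA per worm, and an older or younger developmental state of the worms is a biological candidate that was not tested. With glucose the median was −0.22 (5 of 6 lower, exact permutation p = 0.2, fry 0.0939).

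Deviations of replicates from their group means were correlated between miRNAs. Over the 137 miRNAs with a mean count of at least 100, the first component of the deviations from the group means held 46.4% of the variance within groups. When the deviations of each miRNA were shuffled among the libraries of its group, it held at most 30.1% over 1000 shuffles (median 24.4%, permutation p = 0.001, the smallest they can give), which argues against independent spread of each miRNA. Whether the direction is the same in every group was not tested, and Glu replicates 1 and 3 weigh heavily in it. Control replicate 1, Glu replicate 1, DMSO + Glu replicate 1 and Nar + Glu replicate 3 lay on the same side (−0.26, −0.39, −0.28 and −0.41), and Control replicate 3 (0.29) and Glu replicate 3 (0.54) far on the other. Candidate explanations are a step of handling or library making, or slightly different ages of the cultures, and no batch is given in the sources used here. With this axis as a covariate over all 12 libraries, 50 instead of 25 miRNAs had an adjusted p under 0.05 for Nar (edgeR with Benjamini-Hochberg adjustment). The axis is taken from the deviations that the fit would leave as residuals, so a gain in calls follows from how it was made.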
